# Impact of galectin-3 on neurotrophic factor expression by PCR array: potential implications for the human cornea

**DOI:** 10.3389/fcell.2024.1488877

**Published:** 2024-12-06

**Authors:** Ashley M. Woodward, Pablo Argüeso

**Keywords:** cornea, epithelium, fibroblast, galectin-3, interleukin 6, neurotrophic factors

## Abstract

The cornea is densely innervated to maintain the integrity of the ocular surface, facilitating functions such as sensation and tear production. Following damage, alterations in the corneal microenvironment can profoundly affect its innervation, potentially impairing healing and sensory perception. One protein frequently upregulated at the ocular surface following tissue damage is galectin-3, but its contribution to corneal nerve regeneration remains unclear. Here, we sought to delineate the role of galectin-3 in regulating the expression of neurotrophic factors by different human cell types. Using a pathway-focused PCR array, we first evaluated the expression of neurotrophic factors in primary cultures of human corneal epithelial cells and fibroblasts. We found that these cell types contributed differently to the expression of these factors, with fibroblasts exhibiting higher levels of *nerve growth factor*, *brain-derived neurotrophic factor*, and *GDNF* compared to epithelial cells. Treatment with exogenous galectin-3 did not significantly affect epithelial cells; however, it did lead to increased synthesis and secretion of IL6, a cytokine known to influence neuronal survival and modulate inflammatory responses, by corneal fibroblasts. Using the human-derived SH-SY5Y cell line as a neuron-like cell model, we also found that galectin-3 stimulated the expression of *FOS* and *LIF*, two genes involved in neural differentiation and survival. In summary, these *in vitro* findings suggest that the presence of galectin-3 in the corneal environment may influence the neuronal response to injury.

## Introduction

The cornea is highly innervated, containing a dense network of sensory nerve fibers primarily originating from the ophthalmic branch of the trigeminal ganglion (Muller et al., 2003). These neurons provide mechanical, chemical, and thermal sensitivity to the eye and release numerous trophic factors that maintain the structural and functional integrity of the corneal epithelium (Yang et al., 2018). Loss of corneal innervation can result in neurotrophic keratopathy, a degenerative disease marked by impaired corneal healing and ulceration. Conditions such as dry eye disease, herpetic keratitis, chemical burns, surgical procedures, and diabetes can cause symptoms similar to neurotrophic keratopathy (Versura et al., 2018). In recent decades, novel therapeutic interventions aimed at stimulating corneal nerve regeneration have been proposed for the topical treatment of neurotrophic keratopathy. While these agents promote the anatomical recovery of injured nerves, they present limitations in terms of side effects and their ability to achieve full recovery of nerve sensation. One of the major challenges to achieve full recovery is the complexity of nerve repair, a process that requires precise guidance cues and a supportive microenvironment.

Corneal nerve regeneration is significantly influenced by the synergistic contributions of corneal epithelial cells, fibroblasts, and the extracellular matrix. Corneal epithelial cells produce a variety of neurotrophic factors, such as nerve growth factor (NGF) and brain-derived neurotrophic factor (BDNF), which are essential for the survival, growth, and regeneration of corneal nerves (Sacchetti and Lambiase, 2017). Stromal fibroblasts also contribute to this process by secreting extracellular matrix proteins, cytokines and additional growth factors that stimulate epithelial cell growth and aid in the regeneration of corneal nerves (Yam et al., 2017). These factors collectively create a supportive microenvironment that promotes axonal outgrowth and nerve repair. Dysregulation in the protein expression by these cells can lead to impaired nerve healing and may result in chronic pain or sensory deficits, highlighting the importance of maintaining a balanced expression of neurotrophic and growth factors for effective corneal nerve regeneration.

Galectins are a family of animal lectins that recognize β-galactoside residues on cell surface proteins. Galectin–glycoprotein interactions at the cell surface cause glycoprotein clustering and initiate signaling events that regulate various physiological and pathological processes. Numerous studies have demonstrated an overabundance of galectin-3 in the human and mouse cornea under pathological conditions such as dry eye, ulceration, and herpes simplex virus infection (King et al., 2009; Uchino et al., 2015; Cruzat et al., 2018). Interestingly, the addition of exogenous galectin-3 has been shown to promote epithelial wound healing in the cornea (Cao et al., 2002; Yabuta et al., 2014; Fujii et al., 2015). However, its role in modulating processes associated with corneal innervation remains largely unexplored. In this study, we used a pathway-focused PCR array to examine the effect of exogenous galectin-3 on the expression of neurotrophic factors in different human cell types. Our findings indicate that while galectin-3 has no significant effect on corneal epithelial cells, it does modulate the synthesis and secretion of factors known to influence neural differentiation and survival in corneal fibroblasts and in the SH-SY5Y neuronal cell line.

## Methods

### Preparation of limbal epithelial cell suspensions

Human *postmortem* corneoscleral tissue unsuitable for transplantation was obtained from Lions VisionGift (Portland, OR). The iris root and endothelium were scraped from corneoscleral tissue using a K-sponge spear (Katena). The central portion of the tissue was cut with an 8-mm disposable biopsy punch (Integra Miltex) to produce corneal rims. These corneal rims were subsequently incubated for 1 h at 37°C with 2.4 IU/mL Dispase II (Thermo Fisher Scientific) in a supplemented growth medium (sGMedium) containing a 3:1 mixture of Dulbecco’s Modified Eagle Medium (DMEM) GlutaMAX:F12 with 10% fetal bovine serum (FBS), 0.4 μg/mL hydrocortisone, 5 μg/mL insulin, 1.4 ng/mL triiodothyronine, 24 μg/mL adenine, 8.4 ng/mL cholera toxin, 10 ng/mL epidermal growth factor and 1% antibiotic–antimycotic. The epithelia were scraped with a sterile disposable scalpel no. 10, centrifuged at 400 *g* for 5 min and resuspended in TrypLE Express (Thermo Fisher Scientific) for another 5 min. Cells were then washed with DPBS lacking calcium and magnesium (Thermo Fisher Scientific) and filtered through a 35 µm nylon cell strainer.

### Growth-arrested 3T3-J2 cells

3T3-J2 mouse fibroblasts (Kerafast) were maintained in DMEM GlutaMAX with 10% bovine calf serum and 1% penicillin/streptomycin. Mouse fibroblasts were mitotically inactivated by incubation with 4 μg/mL mitomycin-C (Sigma-Aldrich) for 2 h at 37°C. Cells were then rinsed five times with DPBS lacking calcium and magnesium, detached with TrypLE Express and frozen in DMEM GlutaMAX supplemented with 20% bovine calf serum and 10% dimethylsulfoxide (DMSO) for 2 h at −80°C before cryopreservation in liquid nitrogen.

### *Ex vivo* expansion and culture of human limbal epithelial cells

Growth-arrested 3T3-J2 fibroblasts were plated at a density of 4.6 × 10^4^/cm^2^ in a 100-mm tissue culture dish. On the following day, limbal epithelial cell suspensions were resuspended in sGMedium and seeded at a density of up to 6,000 cells/cm^2^ in 100-mm tissue culture dishes containing growth-arrested 3T3-J2 fibroblasts. The sGMedium was changed on the third day and every other day thereafter. After 7 days, the 3T3-J2 feeder cells were detached using Versene (Thermo Fisher Scientific) for approximately 1 min, followed by a wash in DPBS and a 10-min incubation with TrypLE Express to detach the epithelial cells. These cells were pelleted by centrifugation and frozen (passage 0) in DMEM GlutaMAX supplemented with 20% fetal bovine serum and 10% DMSO or further passaged on a fresh 3T3-J2 feeder layer. At passage 1, limbal epithelial cells were plated at a density of 3 × 10^3^/cm^2^. Once cultures reached 90% confluence, cells were treated with either 3 µM recombinant human galectin-3 (PeproTech) or bovine serum albumin.

### *Ex vivo* expansion and culture of human corneal fibroblasts

After removal of both the epithelium and endothelium by scraping with a razor blade, primary corneoscleral tissue was cut into small pieces and explants allowed to adhere to the bottom of tissue culture plates in the presence of DMEM/F12 supplemented with 10% newborn calf serum. Fibroblasts were passaged after 1–2 weeks of cultivation. At passage one to 4, fibroblasts were plated at a density of 5 × 10^4^/cm^2^. Once cultures reached 90% confluence, cells were treated with either 3 µM recombinant human galectin-3 or bovine serum albumin.

### Culture of the human neuroblastoma cell line SH-SY5Y

Human neuroblastoma SH-SY5Y cells (ATCC) were cultured, as previously described (Bufalo et al., 2022), in DMEM/F12 supplemented with 10% FBS and 1% penicillin/streptomycin in a humidified atmosphere of 5% CO_2_ at 37°C. Cells were cultured to about 90% confluence. Differentiation was induced first by switching to DMEM/F12 supplemented with 2% FBS, 10 µM all-trans retinoic acid (Thermo Fisher Scientific) and 1% penicillin/streptomycin until day 5 and then switching to serum-free DMEM/F12 supplemented with 50 ng/mL human BDNF (R&D Systems) and 1% penicillin/streptomycin for 48 h. On day 7 of differentiation, neurons were treated with either 3 µM recombinant human galectin-3 or bovine serum albumin.

### RNA isolation and cDNA synthesis

Total RNA was isolated from cultures using the RNeasy Micro Kit (Qiagen) following the manufacturer’s instructions. Residual genomic DNA in the RNA preparation was eliminated by on-column DNase I digestion (Qiagen). Total RNA was transcribed using the RT^2^ First Strand Kit for PCR array and iScript™ cDNA Synthesis Kit for qPCR.

### Human neurotrophins and receptors PCR array

Analysis of genes encoding neurotrophic factors was carried out using a Human Neurotrophin and Receptors PCR Array (RT^2^ Profiler™ PCR array, Qiagen) according to the manufacturer’s instructions. The ΔΔCT and 2^−ΔΔCT^ methods were used for the relative quantitation of the number of transcripts. Fold changes were calculated after normalizing to the mean of *ACTB*, *B2M*, *GAPDH*, *HPRT1*, and *RPLP0*. Data were analyzed using Qiagen’s web-based PCR array data analysis software.

### qPCR

The qPCR was performed using the SsoAdvanced™ Universal SYBR^®^ Green Supermix (Bio-Rad). Primer sequences for *IL6* (Unique Assay ID qHsaCID0020314), *FOS* (Unique Assay ID qHsaCED0046695), *LIF* (Unique Assay ID qHsaCED0037597) and *GAPDH* (Unique Assay ID qHsaCED0038674) mRNA were obtained from Bio-Rad. Gene expression was measured in a Bio-Rad CFX Connect thermocycler with the following parameters: 2 min at 95°C, followed by 40 cycles of 5 s at 95°C and 30 s at 60°C. Fold changes were calculated using the comparative ΔΔCT method by normalizing to *GAPDH*.

### ELISA

Cell culture medium was centrifuged to remove cellular debris and equal volumes of supernatant used to carry out ELISA for IL6 and LIF according to the manufacturer’s protocol (Thermo Fisher Scientific).

### Statistical analysis

Analysis was performed in GraphPad Prism 10. All experiments were performed in biological replicates of three or more. Values are graphed as box-and-whisker plots showing the 25th and 75th percentiles (boxes), the median, and the minimum and maximum data values (whiskers). Significance was determined for primary cultures using the *t*-test and for the SH-SY5Y cell line using the *t*-test or Mann–Whitney test. Significance was established as *p < 0.05 and **p < 0.01.

## Results and discussion

### Neurotrophic factor expression in human corneal cells

Neurotrophic factors produced by the cornea play a crucial role in promoting nerve regeneration by supporting neuronal survival, growth, and differentiation. These factors help restore corneal innervation, which is essential for maintaining corneal sensitivity and health. Using a pathway-focused PCR array to examine the transcriptional levels of known neurotrophic factors in cultured human corneal epithelial cells and corneal fibroblasts, we found that these cell types contributed differently to the expression of these factors (Figure 1; Supplementary Table S1). 

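The PCR array is a plate of 96 wells in which each well amplifies the transcript of 1 gene, and 84 of its wells hold neurotrophins, their receptors and related genes, while 5 hold reference genes. Cultures of limbal epithelial cells and of corneal fibroblasts from 3 donors per cell type were each measured on 1 array after incubation with bovine serum albumin (BSA), and only these 6 arrays enter the comparison of the cell types. The authors deposited the threshold cycle (Ct) of each well, which is the PCR cycle at which the product becomes detectable, without normalization. Ct values above 35 cycles and wells without a Ct were set to 35, and the mean Ct of *ACTB*, *B2M*, *GAPDH*, *HPRT1* and *RPLP0* on the same array was subtracted to give the ΔCt, in which a lower value means a more abundant transcript. Over all arrays of each cell type, the mean Ct of the reference genes lay between 22.9 and 24.4 cycles in epithelial cells and between 22.3 and 22.9 cycles in fibroblasts. Between 29 and 39 of the 84 genes had a Ct under the cutoff of 35 on an epithelial array (median 36), and between 44 and 49 on a fibroblast array (median 45). The number of arrays limits the precision. The fold for a gene that stayed at the cutoff in every array of a cell type is a bound. A gene at the cutoff in only some arrays of a cell type is not counted as a bound, although its fold can also understate the difference. The 47 genes with a Ct under the cutoff in at least 3 of the 6 arrays were compared with limma on the sign-reversed ΔCt, a log2 scale, with Benjamini-Hochberg adjustment. At a threshold of 0.05, 20 genes were higher in fibroblasts and 10 were higher in epithelial cells, and the fold was a bound for 11 of these 30 genes. The values of the 2 cell types did not overlap for 35 of the 47 genes (74.5%, against the 10% that chance gives for 3 cultures against 3). Of the 22 genes that Figure 1 marks, 21 were tested and all 21 passed the threshold, and 21 also passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *NRG4*, the other gene marked, had a Ct under the cutoff in fewer than 3 arrays and was not tested. The alternative that moved the counts most left out fibroblast culture 2 or culture 3, after which 37 genes were tested, 9 were higher in fibroblasts and 10 in epithelial cells. Among the genes of Figure 1, the difference in favor of fibroblasts ran from a log2 fold change of 1.68 for *STAT2* to 7.59 for *FGFR1*. The cell types also differ in culture medium and passage, which were not varied separately.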

By directly comparing relative mRNA levels, we observed that neurotrophin-4 (*NTF4*) was predominantly expressed by epithelial cells, whereas *NGF*, *BDNF*, and glial cell line-derived neurotrophic factor (*GDNF*) were primarily expressed in fibroblasts. 

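*NTF4* had a ΔCt of 9.41 ± 0.157 (SD, n = 3) in epithelial cells and stayed at the cutoff in the 3 fibroblast arrays. Its log2 fold change in fibroblasts against epithelial cells was -2.86 (standard error 0.27, adjusted p = 9.55e-05 from limma), so that the transcript was at least 7.27-fold higher in epithelial cells. *BDNF* and *GDNF* stayed at the cutoff in the 3 epithelial arrays. In fibroblasts, the ΔCt was 7.34 ± 0.599 for *BDNF* and 6.23 ± 0.425 for *GDNF* (SD, n = 3). The log2 fold change was 4.08 for *BDNF* (standard error 0.48, adjusted p = 0.00034 from limma), or at least 16.9-fold, and 5.19 for *GDNF* (standard error 0.44, adjusted p = 6.1e-05 from limma), or at least 36.5-fold. For each of these 3 genes, every culture of one cell type had a lower ΔCt than every culture of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). With a cutoff of 32 cycles, *BDNF* had a log2 fold change of 1.08 (adjusted p = 0.0763 from limma, with a range of 4.5e-05 to 0.0763 over the alternatives), while *NTF4* was not tested. From the array as a whole, the paper concludes that the 2 cell types contribute differently to the expression of these factors.

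**Figure D1:**
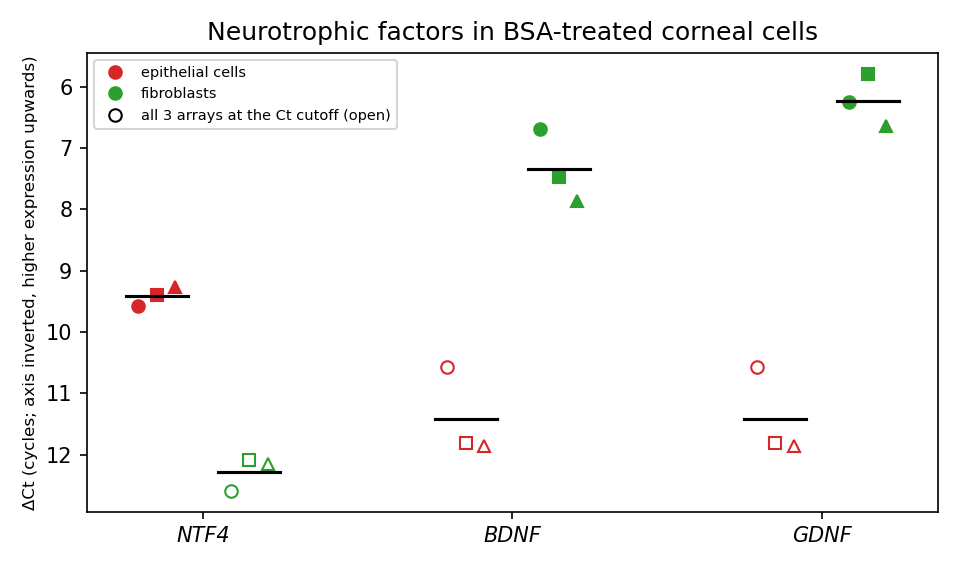
ΔCt in cycles, on an inverted axis so that higher expression lies upwards, of *NTF4*, *BDNF* and *GDNF* in BSA-treated epithelial cells (red) and fibroblasts (green). Each symbol is 1 culture, with the same shape for the same culture number, bars are means of the 3 cultures, and open symbols mark genes at the Ct cutoff in all 3 arrays, for which the ΔCt is a limit and the spread is that of the reference genes.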

Consistent with these results, a previous study detected *NT4* transcription only in cultured human corneal epithelial cells, while *GDNF* transcription was found exclusively in cultured stromal fibroblasts (You et al., 2000). However, contrary to our findings, the authors reported similar expression levels of NGF and BDNF between the cell types. This discrepancy may be attributed to differences in culture media conditions and the use of a transformed epithelial cell line in their experiments. Other genes we found in the array that are known to be exclusively expressed by epithelial cells and influence corneal nerve regeneration included interleukin-1β (*IL1B*) and transforming growth factor α (*TGFA*) (Li and Tseng, 1995).

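The ΔCt of *IL1B* was 4.65 ± 0.203 (SD, n = 3) in epithelial cells and 10.7 ± 2.44 (SD, n = 3) in fibroblasts. In fibroblast culture 1 the Ct was under the cutoff, with a ΔCt of 7.89, and in the other fibroblast cultures it stayed at the cutoff. *IL1B* was therefore detected in 1 of the 3 fibroblast cultures. Its log2 fold change in fibroblasts against epithelial cells was -6.06 (standard error 1.11, adjusted p = 0.00263 from limma), and with each culture left out in turn it lay between -7.47 and -5.34. *TGFA* had a ΔCt of 3.41 ± 0.122 (SD, n = 3) in epithelial cells and stayed at the cutoff in every BSA-treated fibroblast culture. It was at least 466-fold higher in epithelial cells (log2 fold change -8.86, standard error 0.27, adjusted p = 4.35e-07 from limma), the largest difference of the genes that Figure 1 marks in epithelial cells, the smallest being that of *CD40* at -1.40.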

**FIGURE 1:**
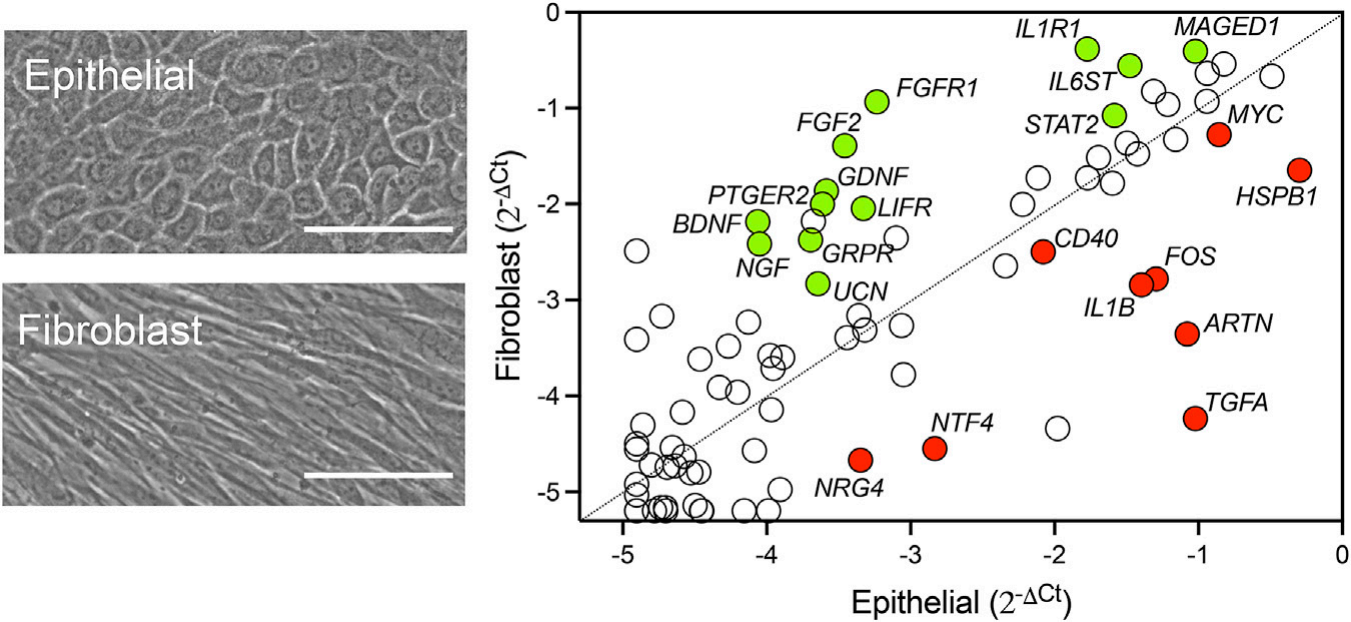
Relative expression of neurotrophic factors in human corneal epithelial cells and fibroblasts. Representative phase-contrast images of primary cultures of human corneal epithelial cells and fibroblasts. Scale bars: 100 µm. The relative transcript abundance of genes encoding secreted neurotrophins and receptors was determined by using the RT^2^ Profiler™ PCR Array Human Neurotrophins and Receptors. The scatterplot shows gene expression normalized to the average C_t_ of housekeeping genes using the comparative 2^−ΔΔCT^ method. Statistically significant upregulated genes in fibroblasts and epithelial cells are shown in green and red, respectively. Statistical significance was determined using the unpaired *t*-test (*p* < 0.05, n = 3 human donors/cell type).

In addition, we identified several highly expressed factors whose roles in corneal nerve health have not yet been fully explored. One of these factors is artemin (ARTN), a member of the GDNF family of ligands and the most highly expressed neurotrophin in our corneal epithelial cell culture (Figure 1). 

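*ARTN* had a ΔCt of 3.604 ± 0.323 (SD, n = 3) in BSA-treated epithelial cells. It ranked first of the 7 neurotrophins and GDNF-family ligands on the array. Among the 28 secreted ligands on the array it ranked 3, after *TGFB1*, with a ΔCt of 1.64 ± 0.296 (SD, n = 3), and *TGFA*. Both ranks were the same with every cutoff and scaling tried, in the epithelial arrays incubated with recombinant human galectin-3 (rhGal-3), and with each culture left out in turn. In fibroblasts the ΔCt of *ARTN* was 11.3 ± 0.654 (SD, n = 3), a log2 fold change of -7.65 against epithelial cells (standard error 0.40, adjusted p = 5.66e-06 from limma).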

Artemin can be upregulated during inflammation and supports the survival of various peripheral neuron populations through its glycosylphosphatidylinositol-anchored receptor GFRα3 (Baloh et al., 1998). Interestingly, overexpression of artemin in the skin enhances the expression of the ion channel TRPV1 (Elitt et al., 2006), a protein known for its crucial role in the progression of dry eye by promoting inflammation and the development of hyperalgesia (Gou et al., 2024). Although GFRα3 is present on specific subpopulations of corneal nerves, there is currently no information on how artemin/GFRα3 signaling affects corneal function (Alamri et al., 2015).

### Role of galectin-3 in regulating neurotrophic factor expression in human corneal cells

In the central nervous system, galectin-3 is recognized for its role in promoting pro-inflammatory responses while also playing a crucial part in the recovery phase of neurodegenerative diseases by modulating neuronal activity and glial cell function (Nio-Kobayashi and Itabashi, 2021). However, its role within the peripheral nervous system is less well understood. Galectin-3 appears to have dual functions in peripheral nerve injury. On one hand, it facilitates neuronal cell adhesion and neurite outgrowth in dorsal root ganglion cultures, indicating a supportive role in nerve regeneration (Pesheva et al., 1998). On the other hand, studies on galectin-3 knockout mice with sciatic nerve injury show accelerated regeneration due to enhanced phagocytic activity in Schwann cells and macrophages (Narciso et al., 2009; Mietto et al., 2013). These findings suggest that galectin-3 may have opposing effects on peripheral nerve injury, depending on its interaction with specific cell types.

Galectin-3 levels increase in the injured cornea, where it plays a complex role in the wound healing process. After corneal injury, galectin-3 is upregulated and contributes to both inflammation and tissue repair by modulating the activity of various cell types, including epithelial cells and fibroblasts. In this study, we explored whether galectin-3 influences the expression of factors produced by these cells that are critical for the growth, survival, and maintenance of neurons. Pathway-focused PCR array analysis revealed that incubating human corneal epithelial cells with recombinant human galectin-3 (rhGal-3) for 48 h did not result in significant changes in the expression of neurotrophic factors (Figure 2A). It is important to recognize that PCR arrays may have limitations in detecting low-abundance transcripts or subtle changes in gene expression that could still be biologically significant. Additionally, the limited gene coverage of the array and the possibility that gene expression changes might occur at time points not captured in the study should also be considered.

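Each cell type was also measured on 3 arrays after 48 h with 3 µM rhGal-3, and these were compared with the 3 BSA arrays of the same cell type. The test covered the 38 genes with a Ct under the cutoff in at least 3 of the 6 epithelial arrays. No gene passed the threshold of 0.05 after adjustment, and 0 genes had an unadjusted p under it. The gene with the smallest p before adjustment was *NF1* (log2 fold change 0.35, standard error 0.17, adjusted p = 0.972 from limma, with a range of 0.186 to 1 over the alternatives), and 26 other genes had the same adjusted p. The largest change in size over the 38 genes was 0.36 on the log2 scale. The treatments did not overlap for 3 genes (7.89%). The 10% that chance gives for unpaired arrays cannot be set against this share, since these arrays are paired by donor. The range between donors was larger than the mean change for 34 of the 38 genes, which makes separation by treatment rarer without any effect. With the culture number as a block, 0 genes passed after adjustment and 9 had an unadjusted p under 0.05. The alternative that moved the count most was the comparison on the linear 2^-ΔCt scale without moderated variance or adjustment, which called 2 genes, *FAS* and *GMFB*, named after their values were seen. In simulated data with the spread of these arrays, a log2 change of 1 was recovered for 64.0% of the changed genes without the block and for 91.9% with it, and a change of 0.5 for 10% and 69.2%. Changes of the smaller size were therefore mostly not detectable without the block. From its own test of the array, the paper states that no change in these factors was significant in epithelial cells, and adds that an array may miss subtle changes and transcripts of low abundance.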

**FIGURE 2:**
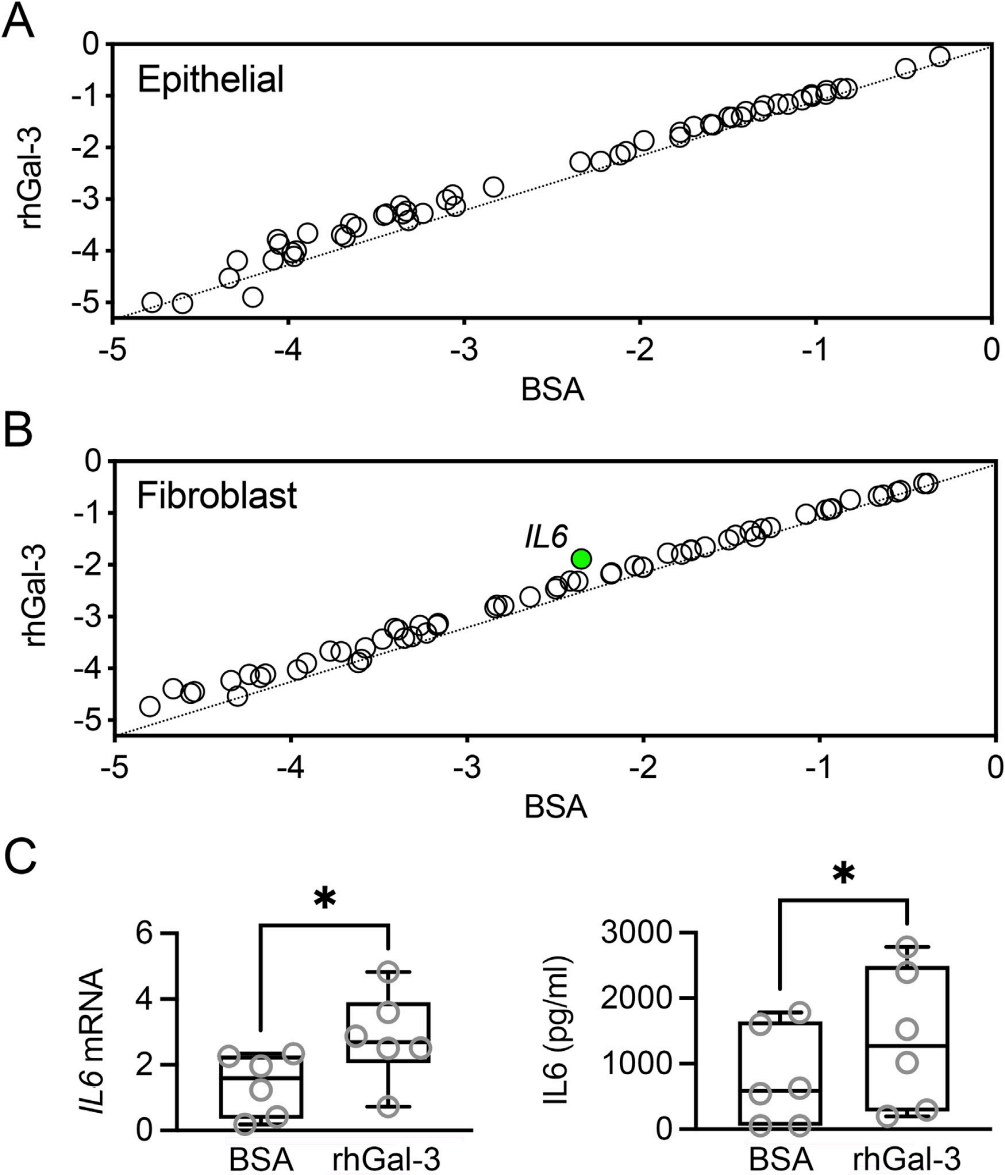
Effect of recombinant human galectin-3 (rhGal-3) on neurotrophic factor expression in human corneal epithelial cells and fibroblasts. Human primary corneal epithelial cells **(A)** and fibroblasts **(B)** were treated with 3 µM rhGal-3 or bovine serum albumin (BSA) for 48 h (n = 3 human donors/cell type). The expression of neurotrophins and receptors was assessed by using a RT^2^ Profiler™ PCR Array. Treatment with rhGal-3 resulted in a statistically significant upregulation of *IL6* in fibroblasts (green). **(C)** The upregulation of *IL6* expression in human corneal fibroblasts was confirmed by qPCR. Levels of IL6 in the conditioned media were quantified by ELISA. Statistical significance was determined using the unpaired *t*-test (B, *p* < 0.05, n = 3 human donors) and the paired *t*-test (C, n = 6 human donors). *p < 0.05.

In human corneal fibroblasts, incubation with rhGal-3 resulted in a statistically significant increase in interleukin-6 (*IL6*) levels compared to the bovine serum albumin control (Figure 2B). 

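In fibroblasts, 47 genes were compared between rhGal-3 and BSA. The ΔCt of *IL6* was 8.18 ± 1.29 (SD, n = 3) with BSA and 6.29 ± 0.320 (SD, n = 3) with rhGal-3, a log2 fold change of 1.89 (standard error 0.66) or 3.71-fold. The adjusted p of *IL6* was 0.656 from limma, and 0 genes of the 47 passed the threshold after adjustment, while *IL6* and *NTF3* had an unadjusted p under 0.05. *IL6* was higher with rhGal-3 in 3 of 3 cultures, by 0.64, 2.19 and 2.84 on the log2 scale. The ΔCt of each rhGal-3 culture was lower than that of each BSA culture (two-sided exact permutation test, p = 0.1, the smallest p possible), and the two-sided exact sign-flip test over the 3 pairs gave p = 0.25, also the smallest possible. The spread of *IL6* between donors with BSA was larger than the smallest of these changes. With the culture number as a block, which compares the treatments within each donor, the adjusted p of *IL6* was 0.0219 from limma (standard error 0.36), within a range of 0.0219 to 0.985 over the alternatives. The block called 2 further genes, *NTF3* (log2 fold change 0.62, adjusted p = 0.0205 from limma) and *TACR1* (log2 fold change -0.54, adjusted p = 0.0219 from limma), both named after their values were seen. In culture 2 the change of *TACR1* was -0.447, the same as for genes at the cutoff with both treatments, such as *NTF4*. That part of its change comes from the reference genes and is not a measured change of *TACR1*. With each array left out in turn, the log2 fold change of *IL6* stayed between 1.25 and 2.54. The difference between the *IL6* effect in fibroblasts and that in epithelial cells was 1.54 (standard error 0.95, adjusted p = 0.995 from limma). With donors as a block, chosen after seeing the data, its standard error was 0.58 and its adjusted p 0.977 from limma. The adjusted p ran from 0.944 to 0.999 over the alternatives, and from 0.127 to 0.999 over the fits with the block that each left out 1 array. The effect was therefore not shown to differ between the cell types after adjustment. On the 2^-ΔCt scale with gene-wise variance and unadjusted p values, *IL6* passed the threshold, with a difference of 1.21 between the log2 changes. The test on that scale compares absolute changes in 2^-ΔCt and not fold changes, so it does not test the 1.21. With BSA, *IL6* was already higher in fibroblasts than in epithelial cells (log2 fold change 2.34), and an equal fold would then give a larger absolute change. From the array, together with qPCR and ELISA measurements not analysed here, the paper concludes that fibroblasts also take part in the upregulation of IL6.

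**Figure D2:**
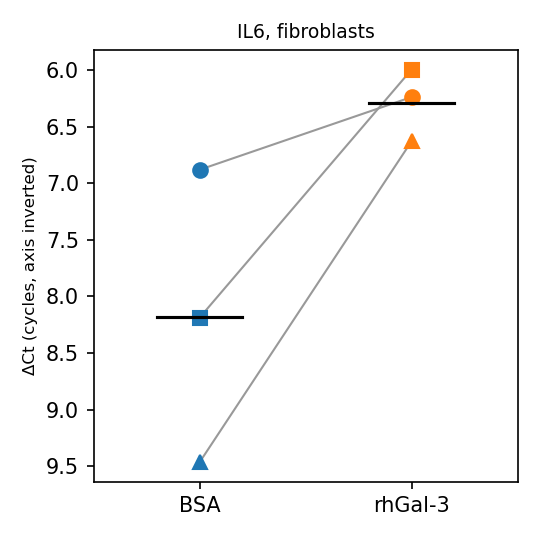
ΔCt of *IL6* in cycles, on an inverted axis, in fibroblasts with BSA and with rhGal-3. Each symbol is 1 culture, grey lines link the arrays with the same culture number, bars are means of the 3 cultures, and *IL6* is higher with rhGal-3 in each of the 3 linked pairs.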

The increase in mRNA levels and protein secretion for IL6 was validated using qPCR and ELISA, respectively (Figure 2C). The impact of galectin-3 to IL6 secretion has been previously established in an *in vivo* model of *Aspergillus fumigatus* infection (Niu et al., 2021). In that study, subconjunctival injection with recombinant mouse galectin-3 increased IL6 levels, while injection with galectin-3 siRNA resulted in decreased IL6 production following corneal infection. The authors further investigated the influence of galectin-3 stimulation in polymorphonuclear leukocytes, but did not explore other potential cellular targets. Our data derived from human cells indicate that fibroblasts also play a role in the upregulation of IL6. IL6 can act as a neurotrophic cytokine, promoting neurite regeneration from transected nerve terminals of rat dorsal root ganglia (Shuto et al., 2001). However, the role of IL6 *in vivo* is complex due to its immune-related activities. For instance, in a mouse model of sterile corneal injury, IL6 neutralization preserved corneal nerves, whereas IL6 supplementation aggravated nerve damage and increased myeloid cell recruitment (Lee et al., 2023). The complexity of the galectin-3/IL6 axis highlights the need for further research to clarify how this pathway influences corneal innervation.

### Role of galectin-3 in regulating neurotrophic factor expression in SH-SY5Y cells

To explore the potential direct effects of galectin-3 on neurons, we employed the human-derived SH-SY5Y neuroblastoma cell line. Differentiation of these cells with retinoic acid and BDNF has been shown to promote the expression of neuronal markers, along with sensory neuron markers essential for pain sensation (Bufalo et al., 2022). 

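SH-SY5Y cells are an established human neuroblastoma line that can be differentiated toward neurons in culture. The same PCR array was run on 3 cultures with BSA and 3 with rhGal-3, and the authors deposited the Ct of each well without normalization. The mean Ct of the reference genes lay between 22.5 and 23.9 cycles over the 6 arrays, and between 56 and 58 of the genes had a Ct under the cutoff on each array (median 58). The precision is limited by the 6 arrays. In rhGal-3 culture 3, the Ct of the genes rose down the plate against the BSA arrays. The median difference in Ct was -0.14 cycles in plate row A and 1.51 cycles in row G, a rise of 1.64 cycles, and on the other 17 arrays of the study the same difference between the plate rows lay between -0.75 and 0.45 cycles. The reference genes stand in row H of the plate, where the median difference was 0.38 cycles.

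**Figure D3:**
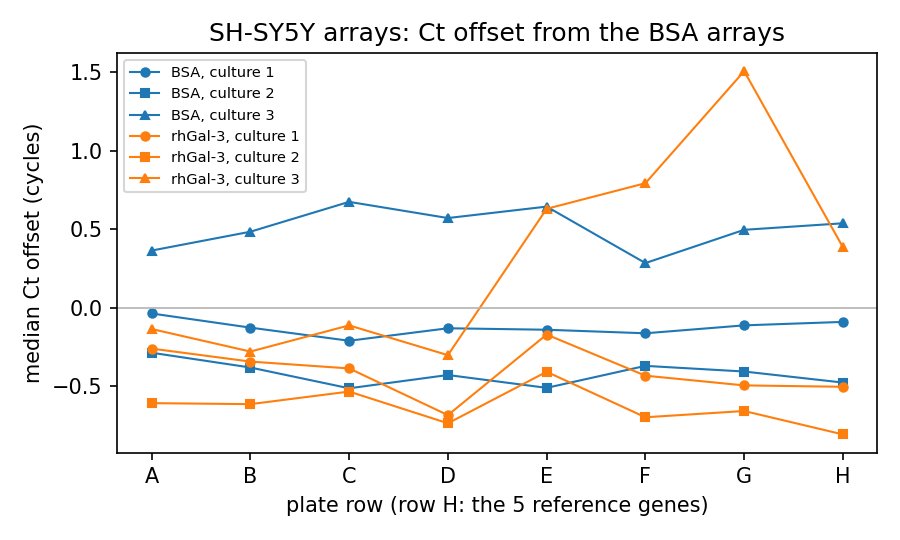
Median difference in Ct, in cycles, between each SH-SY5Y array and the BSA arrays of these cells, for each row of the plate from A to H. Each line is 1 array, with BSA in blue and rhGal-3 in orange, and rhGal-3 culture 3 (orange triangles) rises from -0.14 cycles in row A to 1.51 cycles in row G.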

Transcriptional analysis using the pathway-focused PCR array revealed that SH-SY5Y cells predominantly express a distinct subset of genes, including *VGF*, *NTRK2*, *CNTFR*, *BCL2*, and *NPY*, compared to epithelial cells and fibroblasts (Supplementary Table S1). 

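The BSA arrays of the 3 cell types were compared in 1 limma fit over the 66 genes with a Ct under the cutoff in at least 3 of the arrays compared. In SH-SY5Y cells, 35 genes were higher than in both epithelial cells and fibroblasts and 5 were lower than in both, and 13 of the 35 were at the cutoff in every BSA array of the corneal cells. The 5 genes named by the paper were among the 35, and 5 also passed when adjusted over the list alone, which the study chose on these samples. Without an SH-SY5Y culture, 53 genes were tested and the count fell to as few as 21, since a gene detected in these cells alone is then under the cutoff in only 2 arrays. The ΔCt in SH-SY5Y cells was 1.27 ± 0.119 for *VGF*, 2.82 ± 0.0662 for *NTRK2*, 2.96 ± 0.0653 for *CNTFR*, 2.97 ± 0.0382 for *BCL2* and 4.32 ± 0.1 for *NPY* (SD, n = 3). All 5 genes stayed at the cutoff in every BSA-treated epithelial culture, so their log2 fold changes against epithelial cells are bounds, of at least 10.15 for *VGF*, 8.60 for *NTRK2*, 8.46 for *CNTFR*, 8.45 for *BCL2* and 7.10 for *NPY*. Against fibroblasts, the log2 fold changes were 10.17 for *VGF*, 8.24 for *NTRK2* and 9.004 for *BCL2*, and at least 9.32 for *CNTFR* and at least 7.95 for *NPY*. *VGF* and *BCL2* were at the cutoff in fibroblast cultures 2 and 3, and *NTRK2* in culture 2. Their log2 fold changes against fibroblasts are therefore lower limits as well. *NPFFR2*, *ADCYAP1R1* and *CXCR4* were further genes higher in SH-SY5Y cells, with log2 fold changes against epithelial cells of 6.34, at least 5.92 and at least 5.67. *NPFFR2* was at the cutoff in epithelial cultures 1 and 3, so its value is a lower limit too. Of the 5 genes lower than in both, *IL1R1* and *CD40* stayed at the cutoff in every BSA-treated SH-SY5Y culture, and their log2 fold changes against epithelial cells and fibroblasts are bounds, of -5.75 and -10.22 for *IL1R1* and of -4.81 and -3.41 for *CD40*. *TGFB1* fell by 3.19 against epithelial cells and by 2.62 against fibroblasts, *IL6R* had log2 fold changes of -3.74 and -2.82, and *FAS* had log2 fold changes of -1.45 and -1.55. With a cutoff of 32, the difference from fibroblasts was 0.0679 for *IL6R* and -0.41 for *CD40* and neither passed the threshold, since their Ct in SH-SY5Y cells lies beyond that cutoff. On the 2^-ΔCt scale with unadjusted p values, *IL1R1* did not pass against epithelial cells, nor *IL6R* against fibroblasts. In that fit, the spread of each gene on the linear scale is pooled over the 3 cell types. Fibroblasts are among them, where *IL1R1* was higher than in epithelial cells by 4.47 on the log2 scale.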

Treatment of SH-SY5Y cells with rhGal-3 led to the upregulation of *FOS*, a marker of neuronal activity that is rapidly induced in response to various cellular stimuli, and *LIF*, a cytokine belonging to the IL6 family (Figure 3A). 

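The comparison of rhGal-3 with BSA in SH-SY5Y cells covered 58 genes, of which 3 passed the threshold after adjustment and 8 had an unadjusted p under 0.05. The treatments did not overlap for 15 genes (25.9%, against 10% by chance). The ΔCt of *FOS* was 7.51 ± 0.0756 (SD, n = 3) with BSA and 6.09 ± 0.482 (SD, n = 3) with rhGal-3, a log2 fold change of 1.41 (standard error 0.28, adjusted p = 0.0295 from limma) or 2.66-fold. That of *LIF* was 7.97 ± 0.0855 (SD, n = 3) with BSA and 6.50 ± 0.141 (SD, n = 3) with rhGal-3, a log2 fold change of 1.47 (standard error 0.20, adjusted p = 0.00539 from limma) or 2.78-fold. *STAT4*, the other gene past the threshold, had a ΔCt of 6.97 ± 0.164 (SD, n = 3) with BSA and 7.91 ± 0.125 (SD, n = 3) with rhGal-3, a log2 fold change of -0.93 (standard error 0.21, adjusted p = 0.041 from limma). For each of these genes, the 3 rhGal-3 cultures lay on the same side of the 3 BSA cultures (two-sided exact permutation test, p = 0.1, the smallest p possible). Leaving out single arrays changed these calls. Without rhGal-3 culture 3, in which the Ct rose down the plate, 17 genes passed the threshold, and *FOS*, *LIF* and *STAT4* were among them. Without any one of the BSA cultures, 0 genes passed. Over the 6 fits that each left out 1 array, the log2 fold change of *FOS* lay between 1.14 and 1.60 and passed in 2 fits, that of *LIF* lay between 1.39 and 1.53 and passed in 3 fits, and that of *STAT4* lay between -1.02 and -0.85 and passed in 1 fit. The difference between the effect in SH-SY5Y cells and that in epithelial cells was 1.06 for *FOS* and 1.59 for *LIF* (adjusted p = 0.972 for both, from limma), and against fibroblasts it was 1.34 and 1.38 (adjusted p = 0.995 for both, from limma), in a fit that leaves the spread between donors in the error. With the donors of the corneal cells as a block, chosen after seeing the data, the adjusted p for *LIF* was 0.00109 against epithelial cells and 0.00436 against fibroblasts, from limma, and the difference stayed past the threshold in each of the 18 fits that left out 1 array. For *FOS* it was 0.0981 against epithelial cells and 0.0363 against fibroblasts, from limma, and these passed in 2 and in 7 of the 18 fits. The adjusted p for *FOS* against epithelial cells ran from 0.0193 to 0.321 over those fits and was 0.0369 with the block and *GAPDH* alone, and against fibroblasts it ran from 0.00234 to 0.213 over those fits. Over the alternatives that each changed 1 choice, the adjusted p ran from 0.00109 to 0.998 and from 0.00436 to 0.999 for *LIF*, and from 0.0981 to 0.998 and from 0.0363 to 0.999 for *FOS*. From these data, together with qPCR and ELISA measurements not analysed here, the paper proposes that an excess of galectin-3 in the diseased cornea may raise the expression of regenerative genes in corneal nerves.

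**Figure D4:**
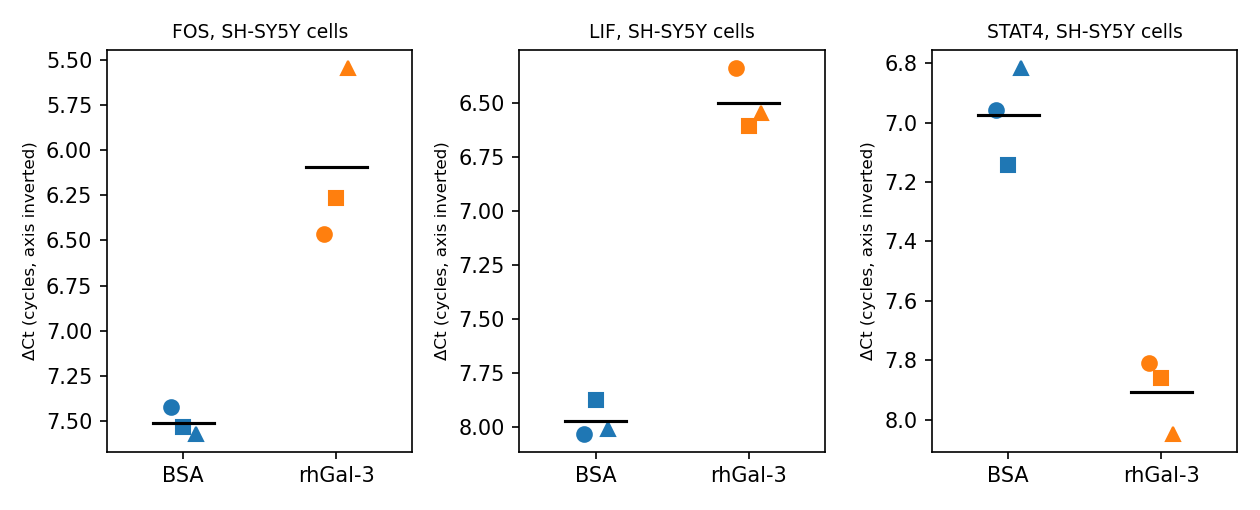
ΔCt in cycles, on inverted axes that do not start at 0, of *FOS*, *LIF* and *STAT4* in SH-SY5Y cells with BSA (blue) and rhGal-3 (orange). Each symbol is 1 culture, with circles, squares and triangles for cultures 1, 2 and 3, and bars are means of the 3 cultures. The treatments do not overlap for any of the 3 genes.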

The transcriptional upregulation of these factors was confirmed by qPCR, while the secretion of LIF was verified using ELISA (Figures 3B, C). LIF has been shown to promote elongating but not arborizing neurite outgrowth *in vitro*, and it is essential for the normal regeneration of injured adult sensory neurons *in vivo* (Cafferty et al., 2001). In the rabbit cornea, the application of LIF eye drops following LASIK surgery led to enhanced nerve regeneration and reduced the incidence of dry eye symptoms (Pan et al., 2011). These data suggest that overabundance of galectin-3 in the human cornea under pathological conditions may enhance the expression of regenerative genes in corneal nerves.

**FIGURE 3:**
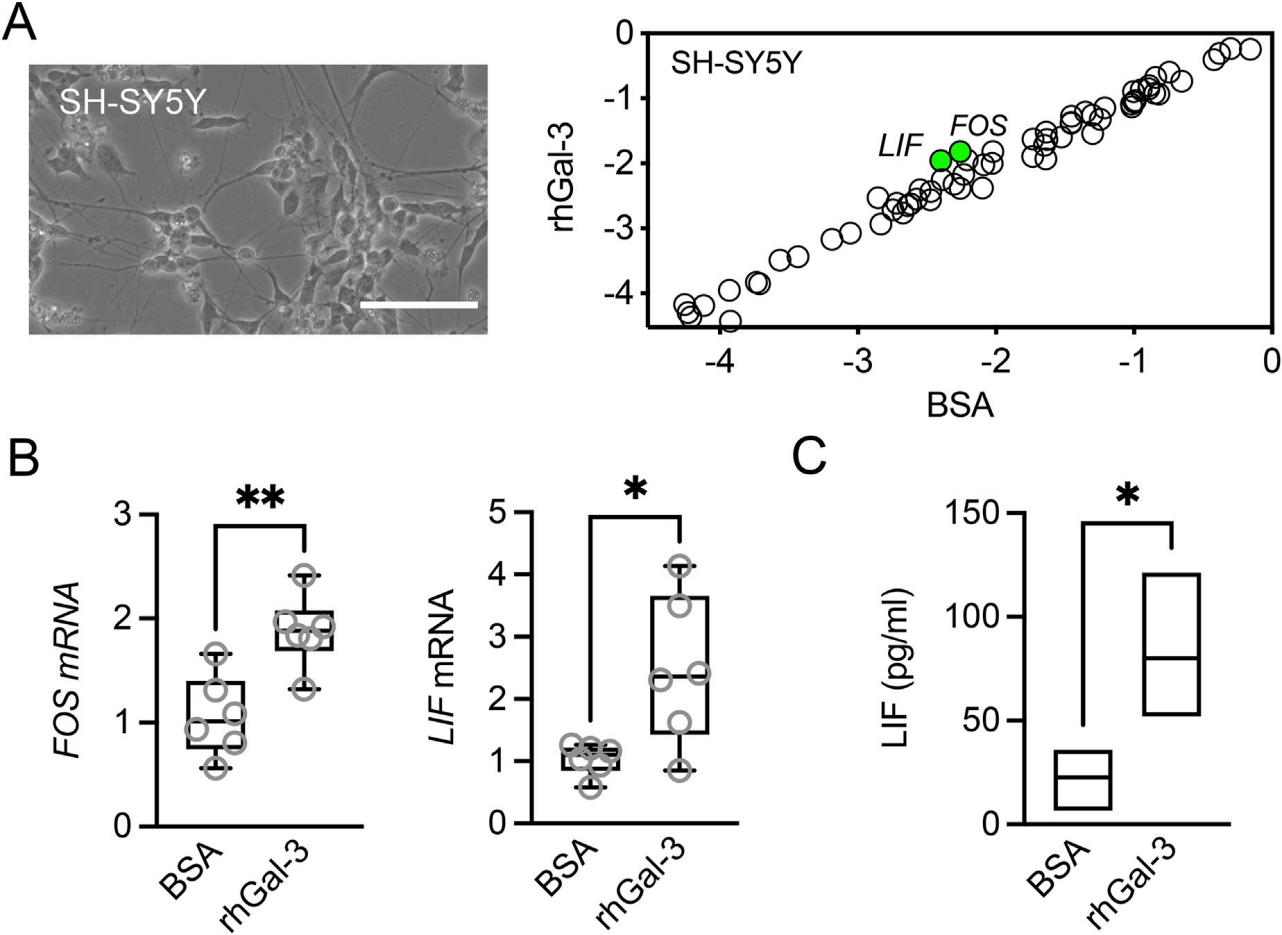
Effect of recombinant human galectin-3 (rhGal-3) on neurotrophic factor expression in human SH-SY5Y cells**. (A)** Representative phase-contrast image of differentiated human SH-SY5Y cells. Scale bar: 100 µm. Cells were treated with 3 µM rhGal-3 or bovine serum albumin (BSA) for 48 h. The expression of neurotrophins and receptors was assessed by using the RT^2^ Profiler™ PCR Array. Treatment with rhGal-3 resulted in a statistically significant upregulation of *FOS* and *LIF* (green). **(B)** The upregulation of *FOS* and *LIF* expression was confirmed by qPCR. **(C)** Levels of LIF in the conditioned media were quantified by ELISA. Statistical significance was determined using the unpaired *t*-test in A (*p* < 0.05, n = 3 independent experiments) and C (n = 3 independent experiments), and the Mann-Whitney test for nonparametric data (B, n = 6 independent experiments). *p < 0.05; **p < 0.01.

## Conclusion

The findings of this *in vitro* study highlight the distinct contributions of corneal epithelial cells and fibroblasts to the expression of neurotrophic factors within the cornea. Specifically, epithelial cells and fibroblasts appear to differentially regulate the production of these factors, which are crucial for supporting nerve health and regeneration. Additionally, the study suggests that galectin-3, a protein present in the corneal environment, may play a role in modulating the neuronal response to injury.

## Data Availability

The datasets presented in this study can be found in Supplementary Table S1 and the NCBI Gene Expression Omnibus database (accession number GSE276090).

How the deposited data were processed for this re-analysis (not part of the article)

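Transcript levels of 84 neurotrophins, receptors and related genes were measured by quantitative PCR arrays in 3 cell types: primary limbal epithelial cells and primary corneal fibroblasts, each from 3 donors, and SH-SY5Y cells. Each cell type was incubated for 48 h with 3 µM rhGal-3 or with BSA, with 3 cultures per treatment, which makes 18 arrays. The authors deposited 2 kinds of values. One holds the Ct of each of the 96 wells of each array, in PCR cycles, without normalization; 7 of the wells are not paired with a gene name, and wells without product are given as undetermined. The other holds 2^-ΔCt per cell type and treatment, a linear ratio to the mean of the 5 reference genes made by the authors with the array manufacturer's software, with the replicates already combined. Cells, treatments and culture numbers were taken from the column names of the deposited tables.

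All results were computed from the Ct values with R 4.3.3 and limma 3.58.1. Ct values above 35 of the 40 cycles and undetermined wells were set to 35, and the ΔCt was taken against the mean Ct of *ACTB*, *B2M*, *GAPDH*, *HPRT1* and *RPLP0* on the same array. The cutoff was chosen because Supplementary Table S1 repeats a highest ΔCt in each cell type. With it, all 243 ΔCt values of the 81 genes in the copy of Supplementary Table S1 at hand lay within 0.01 of those computed here, and the 504 deposited ratios differed by at most 0.00321 on the log2 scale. All 89 RefSeq transcripts that the authors list for the genes and reference genes were found, with the same symbol, in a RefSeq gene table of assembly GRCh38.p14, which was used for names alone.

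A gene was tested when its Ct was under the cutoff in at least 3 of the arrays compared. Groups were compared with limma (lmFit and eBayes) on the sign-reversed ΔCt, with two-sided tests and Benjamini-Hochberg adjustment over the genes tested at a threshold of 0.05. The comparisons were fibroblasts against epithelial cells with BSA, SH-SY5Y cells against both corneal cell types with BSA in 1 fit, rhGal-3 against BSA within each cell type, and the difference of the rhGal-3 effect between cell types over the 69 genes that passed the filter on all arrays. Single genes were also compared with two-sided exact permutation tests of the mean ΔCt, which cannot go below 0.1 with 3 cultures against 3. The genes named are those that the paper names as measured on the array and, for each comparison, up to 3 further genes in each direction with the smallest adjusted p past the threshold, or the gene with the smallest adjusted p where none passed. Errors are standard deviations over cultures.

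Whether equal culture numbers mark the same donor or experiment was checked by correlating, across genes, each array's deviation from the mean of its cell type and treatment, with the genes not being independent replicates. For cultures 1, 2 and 3, Pearson's r between the BSA and rhGal-3 arrays of the same number was 0.85, 0.559 and 0.787 in epithelial cells and 0.951, 0.906 and 0.89 in fibroblasts. The highest r between arrays of different numbers was -0.118 in epithelial cells and 0.142 in fibroblasts, so these numbers were read as pairs. In SH-SY5Y cells r was -0.0786, 0.242 and 0.0442, and between epithelial cells and fibroblasts of the same number it was 0.00465, -0.164 and 0.292, so these were not read as pairs.

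No array was a copy of another of the same cell type and treatment, since the smallest median difference in ΔCt between such arrays was 0.119 cycles. Of the 84 genes, 42 were never under the cutoff in epithelial cells, 33 in fibroblasts and 26 in SH-SY5Y cells. The comparison of rhGal-3 with BSA was tested on simulated data with the spread of the deposited arrays, in 200 runs with 10 changed genes each. Without a block, a log2 change of 2 was recovered for 90.9% of the changed genes in epithelial cells, 72.5% in fibroblasts and 91.5% in SH-SY5Y cells, and a change of 1 for 23.3% in fibroblasts and 48.2% in SH-SY5Y cells. With culture numbers as a block, the changes of 2 and 1 were recovered for 98.0% and 92.2% in fibroblasts and for 84.6% and 29.5% in SH-SY5Y cells. The mean number of false calls per run stayed at or below 0.51 without the block and 0.565 with it. In simulated data without any difference, on average 0.005 of 66 genes were called higher in SH-SY5Y cells than in both corneal cell types.

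The alternatives set before the data were examined were no cutoff below 40 cycles, a cutoff of 32, scaling to *GAPDH* alone or to the mean of the genes detected in every array compared, all 84 genes, unadjusted p values, the 2^-ΔCt scale with gene-wise variance and unadjusted p values, a variance trend, all 18 arrays in 1 fit, culture numbers as a block, the mean of the BSA and rhGal-3 arrays of each culture, the rhGal-3 arrays for the rank of *ARTN*, and leaving out each replicate in turn. The paper's 2^-ΔCt scale and unadjusted threshold with an added change of at least 2-fold over all 84 genes was chosen after seeing the data, as was the fit for the difference of the rhGal-3 effect between cell types with the donors of the corneal cells as a block and the SH-SY5Y cultures unpaired. The single-gene qPCR and ELISA measurements of the paper are not analysed here.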

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

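Scaling to *GAPDH* alone or to the mean of the detected genes, and leaving out single arrays, were alternatives set before the data were examined. Their use as tests of explanations was chosen after the results were seen, as were the other tests of explanations in this part. Every fit with the donors of the corneal cells as a block was also chosen after the results were seen.

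*STAT4* was lower with rhGal-3 in SH-SY5Y cells, with a log2 fold change of -0.93 (adjusted p = 0.041 from limma) and the same direction in 3 of 3 cultures, and the paper does not discuss it. The rise of the Ct down the plate in rhGal-3 culture 3 does not account for the call, since without that array the log2 fold change was -0.86 (adjusted p = 0.00441, within a range of 0.00441 to 0.684 over the alternatives). The choice of reference genes stays open: scaled to *GAPDH* alone the log2 fold change was -0.86 with an adjusted p of 0.0795, and scaled to the mean of the detected genes it was -0.97 with an adjusted p of 0.0406. Without any one of the other 5 arrays *STAT4* was not called, with an adjusted p of 0.0993 to 0.285. An effect of rhGal-3 stays among the open explanations.

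Outside the genes that Figure 1 marks, 9 genes passed the threshold between fibroblasts and epithelial cells. Among them, *BAX*, *GFRA1*, *IL6*, *BEX3*, *STAT3* and *TRO* were higher in fibroblasts, and *NGFR* and *NTSR1* were higher in epithelial cells. Their differences ran from 0.81 to 5.38 in size on the log2 scale, and 3 of them were under 2-fold. The values of *GFRA1*, *NGFR* and *TRO* are bounds. On the 2^-ΔCt scale with gene-wise variance and unadjusted p values, *BAX* and *BEX3* passed and the other 7 did not. The choice of reference genes does not account for 6 of the 9 genes, which passed with *GAPDH* alone and with the mean of the detected genes. The other 3, *BAX*, *BEX3* and *STAT3*, passed with the mean of the detected genes and not with *GAPDH* alone, so that for them the choice of reference genes and a difference between the cell types cannot be told apart. The cell types also differ in culture medium and passage, which the design does not separate from cell type, and a difference between the cell types themselves stays open for all 9.

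With the donors of the corneal cells as a block, the effect of rhGal-3 differed between cell types for *LIF* and *FOS*. The *LIF* effect in SH-SY5Y cells was larger by 1.59 on the log2 scale than in epithelial cells (adjusted p = 0.00109 from limma, within 0.00109 to 0.998 over the alternatives) and by 1.38 than in fibroblasts (adjusted p = 0.00436, within 0.00436 to 0.999), and the *FOS* effect was larger by 1.34 than in fibroblasts (adjusted p = 0.0363, within 0.0363 to 0.999). These ranges are over the alternatives that each changed 1 choice. The *FOS* effect was larger by 1.06 than in epithelial cells, with an adjusted p of 0.0981 that was under the threshold in 2 of 18 fits that left out 1 array and with *GAPDH* alone (0.0369). *LIF* rose in 0 of 3 epithelial and 2 of 3 fibroblast cultures, by at most 0.21. The rise of the Ct down the plate in rhGal-3 culture 3 does not account for these differences, which were 1.61, 1.41 and 1.07 without that array and past the threshold. The choice of reference genes does not either: scaled to *GAPDH* alone they were 1.60, 1.43 and 1.39, and they were past the threshold with both other scalings. Without any one of the 18 arrays *LIF* stayed past the threshold in both comparisons, while *FOS* against fibroblasts passed in 7 of 18 fits and did not without any one of the SH-SY5Y BSA cultures. In 100 splits, treatments were exchanged within donors and SH-SY5Y arrays regrouped, and 16 splits gave 2 or more genes. All 11 splits that kept the SH-SY5Y arrays grouped as in the study were among these 16. They retain the SH-SY5Y effect and so cannot decide on chance. Of the 89 others, 5 gave as many, so chance stays open for the number of genes. SH-SY5Y cells also differ from the corneal cells in origin and culture, which the design does not separate from cell type.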

How the results depend on the processing

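The changes of *FOS* and *LIF* by rhGal-3 in SH-SY5Y cells and of *IL6* in fibroblasts are counted apart: over 17 alternatives each, *FOS* was no longer past the threshold in 8 and *LIF* in 5, while *IL6* was newly past it in 4, and none changed direction. The 61 other results for single genes were recomputed under each alternative that applied, which gave 1063 values. Of these, 1013 kept the direction and the side of the threshold, 37 were no longer past the threshold, 11 were newly past it and 2 changed direction, and 43 of these 61 kept both throughout. The reversals were *IL6R* in SH-SY5Y cells against fibroblasts with a cutoff of 32 (log2 fold change 0.0679, against -2.82), where the Ct of *IL6R* in SH-SY5Y cells lies beyond that cutoff, and the difference in the *LIF* effect between SH-SY5Y cells and fibroblasts without fibroblast BSA culture 1 (-0.0044, against 1.38), which ranged from -0.0044 to 2.73 over the fits that each left out 1 array. Leaving out that array breaks a donor's pair; with donors as a block the same range was 1.31 to 1.45.

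Between fibroblasts and epithelial cells, 9 to 15 genes were higher in fibroblasts and 6 to 14 in epithelial cells across the 6 fits that each left out 1 culture. Genes at the cutoff in one cell type are under it in only 2 arrays once a culture of the other is left out, and 36 to 44 genes were tested. With the paper's scale and an added change of at least 2-fold, chosen after seeing the data, 13 genes were higher in fibroblasts. The median log2 fold change of the 47 genes was 0.42 with the 5 reference genes, 0.26 with *GAPDH* alone and 0.73 with the mean of the detected genes.

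For rhGal-3 in epithelial cells, the 2^-ΔCt scale with gene-wise variance and unadjusted p values called 2 genes, and the other alternatives called 0. In fibroblasts, 3 genes were called on that scale, with a log2 ratio of 1.55 for *IL6*, and 1 gene with the added 2-fold change, where *IL6* again had 1.55. Unadjusted p values in limma called 2 genes, with *IL6* at 1.89, and the block by culture called 3, with *IL6* at 1.89, where the removed spread between donors shows the cause. For the scale, the cause was not tested. The fits that each left out 1 array called 0 genes, with *IL6* from 1.25 to 2.54.

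For rhGal-3 in SH-SY5Y cells, the calls changed with most choices, while *FOS* and *LIF* kept their direction in all. *FOS*, at 1.41, was no longer called without the cutoff (adjusted p = 0.0737) or with all 84 genes (adjusted p = 0.0702), where 1 gene was called; more genes are then adjusted for. In 1 fit of all 18 arrays, 0 genes were called (*FOS* 1.41, adjusted p = 0.468; *LIF* 1.47, adjusted p = 0.74), and the spread between donors then enters the error. With culture numbers as a block, which do not pair these arrays, 0 genes were called (adjusted p of *FOS* 0.12, of *LIF* 0.0595), so that this alternative says nothing on the strength of the effect. The scale without moderation called 9 genes, unadjusted p values 8 and the variance trend 5; the cause was not tested for the scale and the trend. Over the alternatives, the adjusted p ranged from 0.00128 to 0.468 for *FOS* and from 0.00104 to 0.74 for *LIF*. Across the 6 fits that each left out 1 array, 0 to 17 genes were called, with 17 without rhGal-3 culture 3, 2 without culture 1, 1 without culture 2 and 0 without any one of the BSA cultures, and *FOS* ranged from 1.14 to 1.60 and *LIF* from 1.39 to 1.53.

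The number of genes higher in SH-SY5Y cells than in both corneal cell types was 21 to 36 across the 9 fits that each left out 1 culture, with 21 or 22 where an SH-SY5Y culture was left out and 53 genes were tested. Against fibroblasts, 39 genes were higher and 12 lower with the 5 reference genes, 44 and 9 with *GAPDH* alone, and 34 and 18 with the mean of the detected genes, and the median log2 fold change was 1.92, 2.42 and 1.21. For the difference of the rhGal-3 effect between cell types, 8 genes were called on the 2^-ΔCt scale, 2 with unadjusted p values, 3 with the added 2-fold change, 2 with the donors of the corneal cells as a block, also chosen after seeing the data, and 0 otherwise. The p values on the 2^-ΔCt scale, with or without the added 2-fold change, compare absolute changes and not fold changes. The block removes the spread between donors from the error: the standard error of the *LIF* difference was 1.40 without it and 0.24 with it. The rank of *ARTN* was the same in every alternative. The deposited 2^-ΔCt table could not be used as an alternative, since it holds no replicates.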

Differences from the paper's values

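The paper marks 13 genes as higher in fibroblasts than in epithelial cells in Figure 1 and Supplementary Table S1, a count that is the paper's, and 20 passed the threshold here. Of the alternatives set before the data were examined, no cutoff (18 genes), a cutoff of 32 (14), *GAPDH* alone (17), all 84 genes (17), the 2^-ΔCt scale with unadjusted p values (17), the block by culture number (18), the mean of the BSA and rhGal-3 arrays (19) and the fits without 1 culture (9 to 15) came within 1.5 times the paper's count, and the mean of the detected genes (23), unadjusted p values in limma (21) and the variance trend (21) did not. With a change of at least 2-fold added to the paper's scale and threshold over all 84 genes, an alternative chosen after seeing the values, 13 genes were higher in fibroblasts and 9 in epithelial cells.

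In epithelial cells with BSA, the paper's log10 of 2^-ΔCt for *BDNF* is about -4.1 in Fig. 1, read by eye. The value here was -3.40, which is the cutoff. The deposited ratios, *BDNF* among them, differed from those computed here by at most 0.00321 on the log2 scale. The difference is therefore from the figure as read by eye, and not from the values that the authors deposited. Without the cutoff, set as an alternative before the data were examined, the value was -4.06 and no longer differed from the figure. This does not show that the paper used no cutoff. With a cutoff of 32, *GAPDH* alone or the mean of the detected genes, the value still differed from the figure.

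The paper states that *IL6* rose significantly in fibroblasts with rhGal-3; here its adjusted p was 0.656. *IL6* was called with culture numbers as a block, with unadjusted p values in limma, on the 2^-ΔCt scale with gene-wise variance and unadjusted p values, and with the added 2-fold change, which was chosen after seeing the values. Figure 1 marks *NRG4*, which was not tested here because its Ct was under the cutoff in fewer than 3 arrays; it was called with all 84 genes, without the cutoff, and with the added 2-fold change chosen after seeing the values. In SH-SY5Y cells the paper marks *FOS* and *LIF* alone, and here *STAT4* was also called, with a log2 fold change of -0.93; it was not called with the added 2-fold change.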

Other observations

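Leaving out single arrays was an alternative set before the data were examined, and its use to test explanations was chosen after the results were seen. Apart from these fits and the counts of other splits of the samples, all tests in this part were chosen after the results were seen.

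On the array of SH-SY5Y cells with rhGal-3, culture 3, the Ct rose down the plate against the BSA arrays, by 1.64 cycles from plate row A to row G. The other 17 arrays gave -0.75 to 0.45 cycles. Scatter between wells does not account for the rise, since Spearman's rho between the Ct difference and the plate row was 0.723 across genes, which are not independent replicates (permutation p = 0.0001, the smallest that 10000 draws can give, and 0.0018 after Benjamini-Hochberg adjustment over 18 arrays), against at most 0.148 in size on the others. A lower input on the whole array would move every plate row alike, which the 1.64 cycles exclude. An effect of rhGal-3 would appear in the other cultures, but without that array rho between the log2 fold change and the plate row was 0.117, against -0.413 with it. Less cDNA in the lower plate rows and poorer amplification there cannot be told apart: wells H07 to H09 were late by 1.75 cycles (-0.433 to 0.455 on the other arrays) and wells H10 to H12 by 0.292 cycles (-0.307 to 0.568), but the deposited tables do not name what these wells hold.

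The rise does not account for the calls of *FOS* and *LIF*, which had log2 fold changes of 1.14 (adjusted p = 0.00128) and 1.498 (adjusted p = 0.00104) without that array, within ranges of 0.00128 to 0.468 and 0.00104 to 0.74 over the alternatives. Of the 17 genes called without it, 7 were higher and 10 were lower with rhGal-3. *GFRA3* (-1.38), *ARTN* (-0.88), *NPY* (-0.87), *IL10RA* (-0.84) and *UCN* (-0.80) were among those lower and *TGFB1* (0.62) among those higher, all chosen after their values were seen. These calls rest on 2 cultures with rhGal-3.

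Fibroblast culture 1 differed from cultures 2 and 3 with both treatments. Its ΔCt of *LIF* was 4.31 with BSA and 4.32 with rhGal-3, against 8.74 and 8.69 in culture 2 and 8.22 and 8.01 in culture 3. An error of a single array does not account for this, since the deviations of its BSA and rhGal-3 arrays correlated across genes with r = 0.951. A difference between donors, or between cultures before they were divided over the treatments, stays open and was not tested. The range between donors was larger than the mean change with rhGal-3 for 34 of the 38 genes tested in epithelial cells and for 42 of the 47 in fibroblasts. The median range with BSA was 0.559 and 0.849 cycles, and the median size of the change was 0.139 and 0.11 on the log2 scale.

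Of the 10 splits of the 6 arrays into groups of 3, 1 gave as many genes past the threshold as fibroblasts against epithelial cells, which is the real one, and 1 gave as many as rhGal-3 against BSA in SH-SY5Y cells, again the real one. At an unadjusted p under 0.05, where 8 genes passed in SH-SY5Y cells, 2 of the 10 splits gave as many, the real one included. For rhGal-3 in epithelial cells and in fibroblasts, where 0 genes passed (0 and 2 at an unadjusted p under 0.05), 10 of 10 splits gave as many in each. A count of 0 fixes that share in advance, so it cannot decide on chance. No share of the 10 splits can go under 0.1. Of the 4 splits that part every donor's pair of arrays, 1 gave 2 or more genes at an unadjusted p under 0.05 in fibroblasts, the real one, while 7 of all 10 splits did, the others keeping arrays of the same donor together. For SH-SY5Y cells against both corneal cell types, 1 of 100 splits, the real one, gave 35 genes, and the most in any other was 33. For the difference of the rhGal-3 effect between cell types, fitted without donors as a block, 100 of 100 splits gave at least the 0 genes found (2 at an unadjusted p under 0.05), and up to 7. The count of 0 fixes this share in advance as well, so it cannot decide on chance.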
